# Identification of the *Arabidopsis REDUCED DORMANCY 2* Gene Uncovers a Role for the Polymerase Associated Factor 1 Complex in Seed Dormancy

**DOI:** 10.1371/journal.pone.0022241

**Published:** 2011-07-25

**Authors:** Yongxiu Liu, Regina Geyer, Martijn van Zanten, Annaick Carles, Yong Li, Anja Hörold, Steven van Nocker, Wim J. J. Soppe

## Abstract

The life of a plant is characterized by major phase transitions. This includes the agriculturally important transitions from seed to seedling (germination) and from vegetative to generative growth (flowering induction). In many plant species, including *Arabidopsis thaliana*, freshly harvested seeds are dormant and incapable of germinating. Germination can occur after the release of dormancy and the occurrence of favourable environmental conditions. Although the hormonal control of seed dormancy is well studied, the molecular mechanisms underlying the induction and release of dormancy are not yet understood.

In this study, we report the cloning and characterization of the mutant *reduced dormancy 2-1* (*rdo2-1*). We found that *RDO2* is allelic to the recently identified dormancy gene *TFIIS*, which is a transcription elongation factor. *HUB1*, which was previously called *RDO4*, was identified in the same mutagenesis screen for reduced dormancy as *rdo2-1* and was also shown to be involved in transcription elongation. The human homologues of RDO2 and HUB1 interact with the RNA Polymerase II Associated Factor 1 Complex (PAF1C). Therefore, we investigated the effect of other Arabidopsis PAF1C related factors; *VIP4*, *VIP5*, *ELF7*, *ELF8* and *ATXR7* on seed dormancy. Mutations in these genes resulted in reduced dormancy, similar to *hub1-2* and *rdo2-1*. Consistent with a role at the end of seed maturation, we found that *HUB1*, *RDO2* and *VIP5* are upregulated during this developmental phase. Since mutants in PAF1C related factors are also described to be early flowering, we conclude that these components are involved in the regulation of both major developmental transitions in the plant.

## Introduction

Germination and induction of flowering are important developmental switches in the life cycle of plants. Seed dormancy is defined as the incapacity of a viable seed to germinate and evolved in plants to survive periods of unfavourable environmental conditions like dry summers. In many plant species, including the model plant *Arabidopsis thaliana*, primary seed dormancy is induced during the seed maturation phase and is highest in freshly harvested seeds. Dormancy is released by imbibition of seeds at low temperatures (stratification) or by dry storage (after-ripening). Germination requires the protrusion of the radicle through the surrounding structures (endosperm and testa in Arabidopsis) and can occur when non-dormant seeds meet permissive environmental conditions regarding humidity, light and temperature [1]. The depth of seed dormancy varies within and between plant species. Most important agricultural crop plants show shallow seed dormancy because this has been selected for during the domestication process. In some crops, including cereals, very low dormancy levels can lead to pre-harvest sprouting and consequently reduced product quality [2].

The plant hormone abscisic acid (ABA) is required for the induction of dormancy, whereas germination needs gibberellins (GA). Mutants that affect bioactive levels, or interfere with the signalling pathways of these hormones, usually show seed dormancy phenotypes [3], [4]. Several other hormones also influence dormancy and germination usually by interaction with ABA. Ethylene for instance acts antagonistically to ABA and promotes endosperm rupture [5]. Recently, a role for 12-oxo-phytodienoic acid (OPDA) in germination repression has been identified that is synergistic with ABA [6].

Despite the knowledge at the hormone level, the control of seed dormancy at the molecular level is still poorly understood. To obtain more insight in the molecular processes controlling dormancy, various mutagenesis screens and Quantitative Trait Locus (QTL) analyses have been performed. A major dormancy gene identified both by QTL analysis and mutagenesis screens is *DELAY OF GERMINATION 1* (*DOG1*). DOG1 encodes a protein with unknown function [7]. Another mutagenesis screen yielded four *reduced dormancy* (*rdo*) mutants in the Landsberg *erecta* genetic background [8], [9]. These mutants all have wild-type ABA levels and sensitivity and show only mild pleiotropic effects in the adult plant stage [9]. One of the underlying genes, *RDO4*, was cloned and renamed *HISTONE MONOUBIQUITINATION 1* (*HUB1*) [10]. *HUB1* encodes a C3HC4 RING finger protein, which is required for monoubiquitination of histone H2B. H2B ubiquitination regulates initiation and early elongation steps in transcription, whereas histone H2B deubiquitination is important for transcription elongation. It has been suggested that there might be multiple rounds of ubiquitination and deubiquitination during transcription elongation [11], [12]. Consistent with a role of histone ubiquitination in gene transcription efficiency, absence of functional HUB1 leads to altered expression of several dormancy-related genes [10].

Several other factors are known to play a role in transcription elongation, including Transcription factor S-II (TFIIS). TFIIS is able to overcome transcription arrest by RNA polymerase II and has recently been shown to control seed dormancy in Arabidopsis [13], [14]. In this work we demonstrate that the *rdo2* mutation, isolated in the same screen as *rdo4/hub1* [9], is allelic to *TFIIS*. This suggests that HUB1 and RDO2 both influence transcription efficiency. In agreement, a significant overlap in differentially expressed genes during seed maturation was found between both mutants. This confirms their involvement in the same process. Consistent with a role at the end of seed maturation, both genes are upregulated during this phase. The human homologues of RDO2 and HUB1 interact with the RNA Polymerase II Associated Factor 1 Complex (PAF1C) [14]. We show that mutants in several other PAF1C associated genes also have reduced dormancy. These mutants were originally isolated based on their early flowering phenotype. This indicates that PAF1C associated genes are involved in the regulation of both major developmental transitions in the plant.

## Results

### *RDO2* encodes a TFIIS transcription elongation factor

We aimed to identify the *rdo2* mutation, which causes reduced dormancy and maps at the bottom of chromosome 2 [9]. To reduce the influence of natural variation between different accessions and to ease the recognition of the mutant phenotype during the mapping process, *rdo2-1* was crossed with the Near Isogenic Line (NIL) LCN2-18 [15]. This NIL has a L*er* isogenic genetic background, except for a 4.5 Mb introgression of Cvi at the bottom of chromosome 2 containing the *RDO2* locus. Using a mapping population of 1100 F2 plants, the location of *rdo2-1* could be assigned to a region of 46 kb between the markers T6A23-1 and T6A23-2 located at respectively 16.123 and 16.169 Mb. This region contains 15 annotated genes. Based on the structure of these genes (analyzed in The Arabidopsis Information Resource [16]) and their expression pattern (analyzed with Genevestigator [17]), the candidate gene At2g38560 was selected. Sequencing revealed a four bp deletion at the end of the coding sequence of At2g38560 in the *rdo2-1* mutant (Figure 1A). The protein encoded by this gene contains three structural domains, named Transcription factor IIS N-terminal (TFSIIN), Transcription elongation factor S-IIM (TFSIIM) and Zinc finger (ZnF) (Figure 1B). This combination of domains is characteristic for Transcription elongation factor SII (TFIIS) [18]. Due to the 4 bp deletion, the *rdo2-1* mutant gene translates into a protein lacking the ZnF domain, which most likely renders it not functional. At2g38560 has previously been identified as a dormancy gene by Grasser and colleagues [13], who named the gene TFIIS.

**Figure 1:**
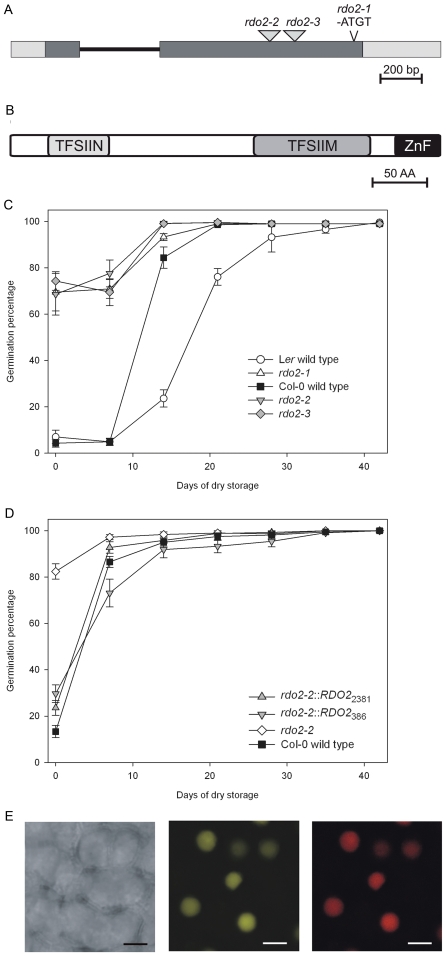
Characterisation of *RDO2*. (A) Schematic representation of the *RDO2* gene, indicating the positions of the *rdo2-1* 4 bp deletion and the *rdo2-2* and *rdo2-3* T-DNA insertions. Exons in the *RDO2* locus are represented as grey boxes, UTR regions as white boxes and the intron as a black line. (B) Schematic representation of RDO2 structural protein domains; Transcription factor IIS, N-terminal (TFSIIN), Transcription elongation factor S-IIM (TFSIIM) and Zinc finger (ZnF), obtained by At2g38560 protein analysis with the *Simple Modular Architecture Research Tool* (*SMART*) [49]. (C) Dormancy/germination behaviour of *rdo2-1* (white triangles up) and wild-type L*er* (white circles), *rdo2-2* (SALK_027259; grey triangles down), *rdo2-3* (SALK_133631; grey diamond) and wild-type Col (black squares). Germination is expressed as percentage of germinated seeds after different periods of seed dry storage starting from harvest. Error bars represent SE, n≥14. (D) Dormancy/germination behaviour of complemented *rdo2-2* mutants. The *rdo2-2* mutant (SALK_027259; white circles) was complemented with genomic-DNA fragments containing the complete *RDO2* coding sequence and 386 bp (*rdo2-2::RDO2_386_*; grey triangles down) or 2381 bp (*rdo2-2::RDO2_2381_*; grey triangles up) upstream of the *RDO2* start codon. Col wild-type is shown as black squares. Germination is expressed as percentage of germinated seeds after different times of seed dry storage starting from harvest. Error bars represent SE, n≥14. (E) YFP signal in nuclei of *rdo2* mutant plants that were stably transformed with a p2X35S:RDO2:YFP construct. Left panel transmission, middle panel YFP fluorescence, right panel Propidium Iodide staining. Scale bar represents 3 µm.

The identity of At2g38560 as *RDO2* was confirmed with additional independent T-DNA insertion mutant alleles (*rdo2-2/tfIIs-2* [13] and *rdo2-3*; Figure 1A) in the Columbia (Col) background. Both insertion mutants lack full-length *RDO2* mRNA and showed reduced dormancy, similar to *rdo2-1* (Figure 1C). In addition, complementation of *rdo2-2* with the *RDO2* genomic locus complemented the mutant phenotype (Figure 1D).

*RDO2* is ubiquitously expressed throughout all plant tissues as shown in the Arabidopsis eFP browser [19] and [13]. These authors also showed that the Arabidopsis TFIIS protein is localized in the nucleus of transiently transformed protoplasts, which is consistent with a role for RDO2 in transcription elongation [13]. In agreement, we detected YFP signal in nuclei of *rdo2-1* mutant plants that were stably transformed with a p2X35S:RDO2:YFP construct (Figure 1E). However, this construct did not complement the *rdo2-1* phenotype. This indicates that the YFP tag probably interferes with RDO2 function.

### Mutations in *HUB1* and *RDO2* affect the expression of an overlapping set of genes

The *hub1-2* mutant (previously named *rdo4*) was identified in the same mutagenesis screen as *rdo2-1* [9]. *HUB1* is required for monoubiquitination of histone H2B [10]. This histone modification is involved in transcription initiation and elongation [12], which suggests that RDO2 and HUB1 are involved in the same process. The *RDO2* and *HUB1* genes are both ubiquitously expressed. Because their mutants show reduced seed dormancy, we analyzed their expression dynamics in detail during seed maturation. RT-PCR analysis indicated that both genes are strongly upregulated during this phase (Figure 2A, B). This increase in expression levels, together with the identity of HUB1 and RDO2 as transcription initiation and elongation factors and the observation that *rdo2-1* and *hub1-2* mutants have reduced dormancy levels, indicates that transcription maintenance towards the end of seed maturation is probably required for the induction of seed dormancy. Therefore, we analyzed the transcriptomes of nearly ripe siliques (18–19 DAP) of the *hub1-2* and *rdo2-1* mutants in comparison with wild-type L*er* using Affymetrix GeneChip Arabidopsis ATH1 Genome Micro-Arrays. 

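RNA from nearly ripe siliques, the seed pods with the maturing seeds inside, was hybridized to ATH1 arrays with 1 array per sample. The 12 arrays hold 3 samples each of wild-type L*er*, *rdo2-1*, *hub1-2* and *rdo3*, harvested 18 to 19 days after pollination. The paper states that the replicates were independent and biological. The *hub1-2* arrays carry the older name *rdo4*, and *rdo3* is a mutant on which the paper reports no array result. The authors' deposited values are GC-RMA intensities on a linear scale, in arbitrary units, after background correction, normalization between arrays and summarization of probes into 22810 probe sets. The median log2 intensity of the probe sets kept for testing lay between 5.61 and 5.77 in all 12 arrays. For each mutant, log2 intensities were compared with L*er* in limma over the 6 arrays concerned, and a probe set was called at a Benjamini-Hochberg adjusted p under 0.01. The study's filter on detection was replaced by keeping the 14655 non-control probe sets with the highest second-highest intensity over its 9 arrays, the lowest of which was 7.51. CyberT, which the paper used, was run on the same log2 values. *HUB1*, the E3 ligase gene mutated in *hub1-2*, had an intensity of 78.5 ± 9.73 (SD, n = 3) in L*er*, 41.3 ± 6.22 (SD, n = 3) in *rdo2-1* and 180.5 ± 27.7 (SD, n = 3) in *hub1-2*, so its transcript level does not check the label of the *hub1-2* arrays. No probe set is named for *RDO2* in the tables used, and its level is not analysed here. The group means printed in Dataset S1 lay within 1% of the means of the same groups for 417 of 417 probe sets in the copy used for *rdo2-1* and for 2278 of 2278 for *hub1-2*. With 3 arrays per genotype, the number of arrays limits the precision.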

The *hub1-2* and *rdo2-1* mutants revealed respectively 2450 and 492 differentially expressed genes (Benjamini & Hochberg (BH) adjusted P-value<0.01) (Dataset S1). 

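In *hub1-2* siliques, limma called 1385 of the 14655 probe sets, 810 higher and 575 lower than in L*er*, and CyberT called 2479, 1414 higher and 1065 lower. With each array centred on its median, limma called 679 higher and 683 lower, and after quantile normalization 693 and 623, so the excess of rises depends on the scaling. Among the largest falls were *TT4*, encoding chalcone synthase at the entry of flavonoid synthesis (log2 fold change -4.68, standard error 0.61, adjusted p = 0.0014), *GSTF12*, needed for anthocyanin transport (-3.52, standard error 0.56, adjusted p = 0.0037), the germin-like genes *AT3G04150* (-4.68) and *AT3G04170* (-4.47), the lipid transfer family genes *AT5G38160* (-4.31) and *AT5G38170* (-3.85), and the expansin gene *EXPA15* (-3.89). The rises include those of *AT1G68240*, from an intensity of 7.56 ± 0.95 (SD, n = 3) in L*er* to 172 ± 45.5 (SD, n = 3) (4.48, standard error 0.22, adjusted p = 6.3e-05), *AGAL1*, an alpha-galactosidase gene (2.87), the AP2 domain genes *RAP2.6* (2.71) and *CRF1* (2.54), and *M17*, a late embryogenesis abundant gene (2.53). In *rdo2-1* siliques, limma called 21 probe sets, 12 higher and 9 lower, and CyberT called 492, 238 higher and 254 lower. *QQS*, an orphan gene that affects starch content, rose from an intensity of 6.69 ± 0.50 (SD, n = 3) in L*er* to 211 ± 96.7 (SD, n = 3) in *rdo2-1* (log2 fold change 4.89, adjusted p = 2.2e-04), and was 5.42 ± 0.48 (SD, n = 3) in *hub1-2*. The L*er* means of *AT1G68240*, *QQS*, *AGAL1* (8.69), *PRX52* (10.4) and *CRF1* (11.3) and the *hub1-2* mean of *TT4* (10.9) lie under the median of all probe sets of the array. They were not shown to be above background, so the size of these fold changes is uncertain. The peroxidase gene *PRX52* (3.20), the aquaporin gene *PIP2E* (2.94), *AT5G13240* (2.12), the glucosinolate oxygenase gene *FMO GS-OX3* (2.00) and the metal transporter gene *IRT3* (1.65) also rose in *rdo2-1*. *AT1G48090*, encoding a C2 domain protein (-2.53), *AT4G27250* (-2.30), *AT3G60070* (-1.95), the protein phosphatase 2C gene *AT3G02750* (-1.48) and *PKP-BETA1*, a pyruvate kinase gene (-1.37), fell. All 21 probe sets called by limma in *rdo2-1*, and 1378 of the 1385 in *hub1-2*, were also called by CyberT. At an unadjusted p under 0.05, limma counted 5491 probe sets in *hub1-2* and 3133 in *rdo2-1*. The 21 calls of *rdo2-1* went down to 3 without L*er* replicate 1, 4 without L*er* replicate 3, 3 without *rdo2-1* replicate 1 and 13 without *rdo2-1* replicate 2, and up to 69 without *rdo2-1* replicate 3, and the 1385 calls of *hub1-2* went down to 800 without L*er* replicate 1, 869 without L*er* replicate 3, and 550, 573 and 398 without *hub1-2* replicates 1, 2 and 3.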

The *hub1-2* mutant thus has a stronger influence on the transcriptome than *rdo2-1*. 

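Set against each other directly, *hub1-2* and *rdo2-1* siliques differed in 2867 probe sets by limma, 1747 higher and 1120 lower in *hub1-2*, and in 3922 by CyberT, 2300 higher and 1622 lower. With each array centred on its median, limma called 1198 higher and 1596 lower, and after quantile normalization 1511 and 1212, so which direction prevails depends on the scaling. The count went down to 1615 without *rdo2-1* replicate 1 and to 1521, 1243 and 1122 without *hub1-2* replicates 1, 2 and 3. Genes of the heat shock response were higher in *hub1-2* than in *rdo2-1* for 13 of the 16 measured (15 when adjusted over the list alone), and none was called lower. The measured genes of a list are those with a named probe set among the ones kept. Of 12 measured genes of glucosinolate synthesis, the defence compounds of Brassicaceae, 9 were lower in *hub1-2* than in *rdo2-1*, and 12 were when adjusted over the list alone. Of 23 measured photosynthesis genes, 10 were lower (13 when adjusted over the list alone, 20 by CyberT) and none was called higher in *hub1-2* than in *rdo2-1*. Over the members that the array annotation names, the list test camera gave adjusted p = 2.0e-04 for heat shock and 4.9e-04 for photosynthesis. With an estimated correlation these were 0.38 and 0.60, which ends both calls. Of 4 measured dehiscence genes of the silique wall, 3 were lower and none was higher in *hub1-2* than in *rdo2-1*. Of 3 measured senescence genes, limma called 1 lower, *NAP* at -2.58. Another, at 1.17, was called higher by CyberT and when adjusted over the list alone. Dataset S1, which holds genes the study called on these samples, gives the names of 7 of the 16, 8 of the 12, 14 of the 23, 2 of the 4 and *NAP*, so the direction of these is not independent evidence. The median absolute log2 fold change over all probe sets tested was 0.257 for *hub1-2* against L*er* and 0.219 for *rdo2-1* against L*er*. The median SD of log2 values was 0.131 in *hub1-2*, 0.211 in *rdo2-1* and 0.186 in L*er*. From the difference between its counts, the paper concludes that *hub1-2* has the stronger influence on the transcriptome.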

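By limma, 4 probe sets rose in both *rdo2-1* and *hub1-2* and 1 fell in both. The shared rises include *PRX52*, with a log2 fold change of 2.01 in *hub1-2*, *AT3G30200* (1.24 in *rdo2-1* and 1.40 in *hub1-2*) and *AT1G42705* (1.30 and 2.32), and the other is of a probe set with no single gene name. The shared fall is that of *AT4G27250*, annotated in Dataset S1 as a dihydroflavonol reductase family gene (-1.14 in *hub1-2*). *AT3G30200* and *AT1G42705* fall outside the rule for named genes and were chosen after their values were seen. Their L*er* means of 4.37 and 6.43 were not shown to be above background. A further 3 were called in opposite directions. *FLC* was higher in *hub1-2* and lower in *rdo2-1*. The other way went *AT1G16950* (1.39 in *rdo2-1* and -1.30 in *hub1-2*) and a probe set with no single gene name (1.95 and -1.68). Without L*er* replicate 1 or 3, or *rdo2-1* replicate 1 or 2, limma left 0 shared probe sets in each direction, against 8 and 8 without *rdo2-1* replicate 3, 3 and 5 without L*er* replicate 2 and 3 and 0 without *hub1-2* replicate 3. By CyberT, 46 probe sets were higher in both mutants and 75 were lower in both. A further 37 were higher in *hub1-2* and lower in *rdo2-1*, and 24 were lower in *hub1-2* and higher in *rdo2-1*.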

A relatively high number of differentially expressed genes (46 up- and 75 downregulated) overlapped between both mutants (Figure 3A). The significance of this overlap was determined by calculating the representation factor, which is the number of overlapping genes divided by the expected number of overlapping genes drawn from two independent random picked groups [20]. The representation factor for upregulated genes in *rdo2-1* and *hub1-2* is 3.1 (p<3.243e-12) and for downregulated genes 6.4 (p<1.268e-39). 

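In the plot of log2 fold changes, most of the called genes were called in 1 mutant only, which does not mean that they are unchanged in the other. *TT4* lies low in both mutants, *QQS* high in *rdo2-1*, and *FLC* low in *rdo2-1* and high in *hub1-2*. From independent lists of the sizes called by CyberT among 14655 probe sets, 23.0 shared upregulated and 18.5 shared downregulated probe sets are expected, which gives representation factors of 2.00 (one-sided Fisher's exact test, p = 3.4e-06) and 4.06 (p = 6.1e-27). For the limma calls the expected numbers are 0.66 and 0.35, with representation factors of 6.03 (one-sided Fisher's exact test, p = 0.0032) and 2.83 (p = 0.30). By the same test they were 2.01 (one-sided Fisher's exact test, p = 0.40) for the 1 higher in *hub1-2* and lower in *rdo2-1* and 4.25 (p = 0.078) for the 2 in the opposite case. Probe sets that were higher in *hub1-2* and lower in *rdo2-1* by CyberT had a representation factor of 1.51 (one-sided Fisher's exact test, p = 0.0073), and those lower in *hub1-2* and higher in *rdo2-1* one of 1.39 (p = 0.064). Both mutants were compared with the same L*er* arrays. In 100 simulations of unchanged groups that shared simulated L*er* arrays, CyberT called 0.21 probe sets higher and 0.32 lower in both on average. Noise was independent between probe sets, so genes that vary together in L*er* were not modelled. Lists of the sizes that CyberT called, taken by rank of p, shared 146 and 140.0, against 46 and 75 in the data. In opposite directions such lists shared 4.01 and 2.8, against 37 and 24. The correlation of the log2 fold changes of *hub1-2* and *rdo2-1* across probe sets, which are not independent replicates, was 0.079, against 0.551 in the simulations. The covariance was 0.0179, against 0.0264. No simulated probe set was changed, so these list overlaps and this correlation do not show what shared arrays give beside real changes.

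**Figure D1:**
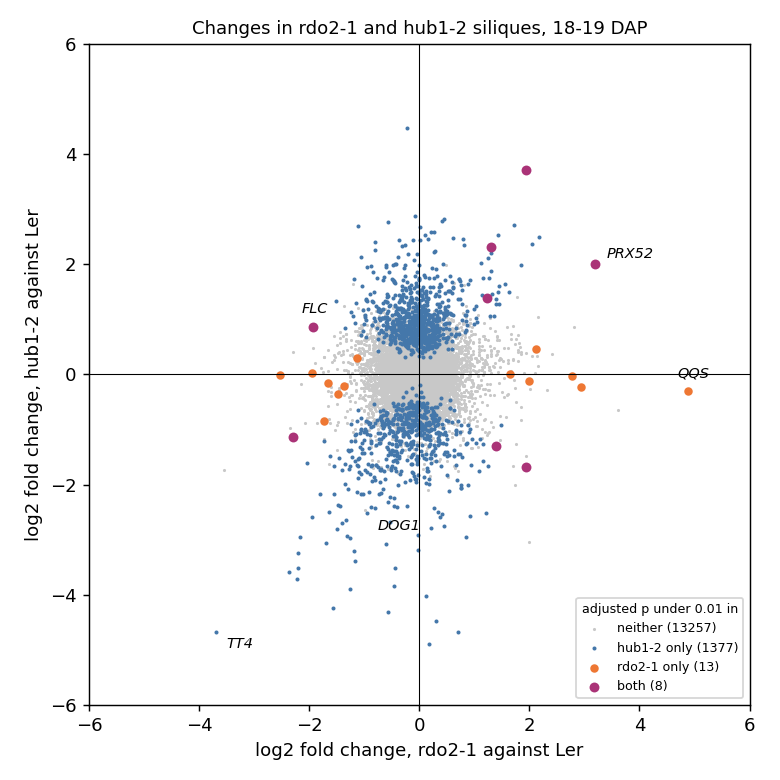
Log2 fold change against L*er* in *rdo2-1* (x axis) and *hub1-2* (y axis) for each of the 14655 probe sets tested, as points coloured by whether limma called them. Of these, 1377 were called in *hub1-2* alone, 13 in *rdo2-1* alone and 8 in both of them.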

HUB1 and RDO2 are both positive regulators of transcription and direct targets of these proteins are expected to be found among the downregulated genes. 

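Of the 254 probe sets that CyberT called lower in *rdo2-1*, 29.5% were also lower in *hub1-2*, and of the 238 called higher, 19.3% were also higher in *hub1-2*. The difference between these shares has a p of 0.0090 in a two-sided Fisher's exact test. The test treats probe sets as independent, which genes that vary together are not, and both lists rest on the same L*er* arrays. Of the limma calls in *rdo2-1*, 1 of 9 lower and 4 of 12 higher probe sets were shared, which is 11.1% and 33.3% (two-sided Fisher's exact test, p = 0.34). Several flavonoid genes stand among those that CyberT called lower in both mutants, such as *DFR* for dihydroflavonol reductase (log2 fold change -2.58 in *hub1-2* and -1.95 in *rdo2-1*) and *TT7* for flavonoid 3'-hydroxylase (-1.21 and -1.24). In *rdo3*, all 9 measured flavonoid genes were lower in value than in L*er*, with *DFR* at -1.22 and *TT7* at -0.78, but limma called 0 of them, also when adjusted over the list alone (1542 of all probe sets had an unadjusted p under 0.05), and CyberT called 2. The values of *DFR* and *TT7* were chosen after they were seen.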

The downregulated genes indeed showed the highest overlap between *hub1-2* and *rdo2-1* (30% of the total number of downregulated genes in *rdo2-1* overlaps with *hub1-2*, compared to 19% overlap for upregulated genes). 

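*DOG1*, the seed dormancy gene *AT5G45830*, had an intensity of 1193 ± 299 (SD, n = 3) in L*er*, 611 ± 96.0 (SD, n = 3) in *rdo2-1* and 204 ± 1.75 (SD, n = 3) in *hub1-2*. In *hub1-2* it fell by 2.52 on the log2 scale (standard error 0.16, adjusted p = 9.9e-05 from limma), and the mean was 5.84 times lower than in L*er*. The mean in *rdo2-1* was 1.95 times lower, a log2 fold change of -0.95 (standard error 0.19), with an adjusted p of 0.035 from limma and 0.0024 from CyberT. All 3 *rdo2-1* arrays and all 3 *hub1-2* arrays lay below all 3 L*er* arrays. Other regulators of seed maturation were also lower in *hub1-2*: *DPBF2*, encoding bZIP67 (log2 fold change -2.17, adjusted p = 1.1e-04), and *EEL*, encoding bZIP12, with an intensity of 1124 ± 85.6 (SD, n = 3) in L*er* and 563 ± 69.8 (SD, n = 3) in *hub1-2*, while *MFT*, listed as *E12A11*, was higher (1.98, adjusted p = 1.1e-04). Of the 7 measured genes of this list, 3 were lower and 1 was higher in *hub1-2* by limma (4 and 2 when adjusted over the list alone), and none passed in *rdo2-1*, where CyberT called 1, *DOG1*, and 2 passed when adjusted over the list alone. The names of *DOG1*, *DPBF2* and *MFT* on the array, and of 4 of the 7 in all, come from Dataset S1, which holds genes the study called on these samples. Of the 3 named by the array annotation, limma called 1 lower and none higher in *hub1-2*.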

One of the downregulated genes in both *hub1-2* and *rdo2-1* is the dormancy gene *DOG1* (Figure S1). DOG1 protein is required for the induction of dormancy and differences in *DOG1* expression can explain differences in dormancy levels [7]. Therefore, downregulation of *DOG1* likely contributes to the reduced dormancy of *hub1-2* and *rdo2-1*.

**Figure 2:**
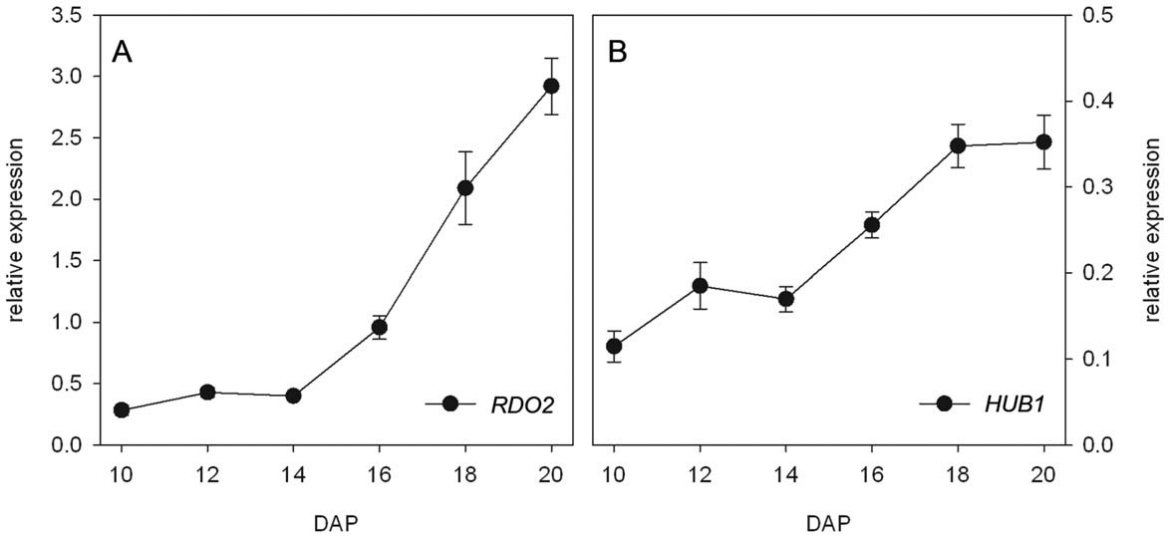
*HUB1* and *RDO2* transcription during seed maturation. (A–B) Relative expression of (A) *RDO2* and (B) *HUB1* in L*er* during seed maturation at 10–20 days after pollination (DAP) compared to *ACTIN8* expression. Error bars represent SE, n≥3.

**Figure 3:**
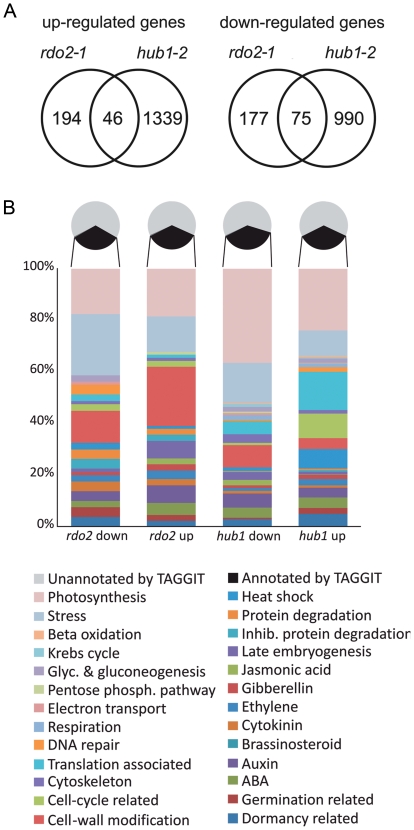
Transcriptome analysis of *rdo2-1* and *hub1-2* siliques at 18–19 DAP. (A) Venn diagram showing the number of overlapping and unique up- and downregulated genes in *rdo2*-*1* and *hub1-2*. (B) *TAGGIT* gene ontology classification of up- and downregulated genes in *rdo2*-*1* and *hub1-2*.

We used the seed-specific gene ontology classification, called *TAGGIT* [21], to analyze the differentially regulated genes (Figure 3B). 

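Of 33 stress related genes on a list of dehydration, cold and oxidative stress genes, 7 were measured. In *hub1-2*, *GolS1*, which encodes a galactinol synthase of the stress-protective raffinose pathway, rose with a log2 fold change of 0.72 (standard error 0.10, adjusted p = 0.0016 from limma), 2 genes were higher when adjusted over the list alone, and none was lower. CyberT called 3 of the 7 higher in *hub1-2*, *GolS1*, *DREB2A* for a drought-response transcription factor (log2 fold change 0.76) and the desiccation-response gene *LTI78* (1.66). In *rdo2-1*, limma called none of the 7 (3133 of all probe sets had an unadjusted p under 0.05), 2 were higher when adjusted over the list alone, and CyberT called 2 higher, the dehydrin gene *COR47* (1.82) and *HB-12* (0.85). *DREB2A*, *LTI78*, *COR47* and *HB-12* were chosen after their values were seen. Members named only through Dataset S1 were chosen by the study on these samples and are not independent evidence. This list is not the TAGGIT class of the paper.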

Stress related genes are mainly found among the down-regulated genes of both mutants. 

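Of 29 measured late-embryogenesis genes, limma called none in *rdo2-1* (0 higher, 0 lower), CyberT called 3 higher and none lower, and 2 were higher when adjusted over the list alone. The 3 were *M17* (log2 fold change 1.43), *COR47* (1.82) and *AT5G38760* (0.97), which were chosen after their values were seen. The L*er* mean of *AT5G38760*, 9.57, was not shown to be above background. The mean log2 fold change of the 27 members named by the array annotation was 0.26 (adjusted p = 0.15 from camera over 15 list tests, and adjusted p = 0.74 with an estimated correlation), with 19 of the 27 higher. Without L*er* replicate 2 the mean was 0.35 and the adjusted p 0.010, and with the only 7 members found by keyword the mean was -0.077. Of 9 measured cell-wall modifying genes, neither limma nor CyberT called any in *rdo2-1*, where 6 were higher and 3 lower in value, among them the expansin genes *EXPB3* at 0.40, chosen after its value was seen and with a mean of 6.30 in L*er*, not shown to be above background, and *EXPA15* at -1.26. The median of the 8 tested was 0.26 and the mean 0.03 (adjusted p = 0.20 from camera, and 0.74 with an estimated correlation).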

The *rdo2-1* transcriptome is characterized by an upregulation of cell-wall modifying and late-embryogenesis genes. The *hub1-2* transcriptome shows an upregulation of translation associated, cell-cycle related and heat shock genes.

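In *hub1-2* siliques, 10 of the 16 measured heat shock genes rose and none fell by limma, 12 rose when adjusted over the list alone, and CyberT called 12. The small heat shock protein genes *AT1G53540* (log2 fold change 2.24, standard error 0.20, adjusted p = 2.7e-04), *AT1G52560* (1.93, standard error 0.21, adjusted p = 6.9e-04) and *AT5G51440* (1.87, standard error 0.20, adjusted p = 6.2e-04) rose most. Over the 9 members that the array annotation names, the mean log2 fold change was 1.15 (adjusted p = 1.8e-04 from camera, and adjusted p = 0.48 with an estimated correlation), and in *rdo2-1* the mean was -0.16 (adjusted p = 0.20). Of 35 measured genes of cytosolic ribosomal proteins, none rose and 1, *RPS15A*, fell (-0.59, adjusted p = 0.0042), and CyberT called 1 higher and 2 lower. The mean of the 33 tested was -0.06 (adjusted p = 0.15), and without *hub1-2* replicate 3 it was -0.10 (adjusted p = 0.035). Of 46 cell cycle genes listed, only *SIM*, an inhibitor of cyclin-dependent kinases, has a named probe set here, at a log2 fold change of 0.66 (adjusted p = 0.054 from limma). The others may be on the array without a name in the sources used, so the class was not assessed. Photosynthesis genes fell for 4 of the 23 measured, for 7 when adjusted over the list alone and for 18 by CyberT, with *PSBO1* at -1.04 and *RCA*, which encodes Rubisco activase, at -0.73. The mean of the 9 named by the array annotation was -0.66 (adjusted p = 0.0033 from camera, and adjusted p = 0.74 with an estimated correlation). With the 6 members found by keyword it was -0.52 (adjusted p = 0.093), and without L*er* replicate 3 it was -0.42 (adjusted p = 0.011). Members named through Dataset S1 are not independent evidence of the direction.

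**Figure D2:**
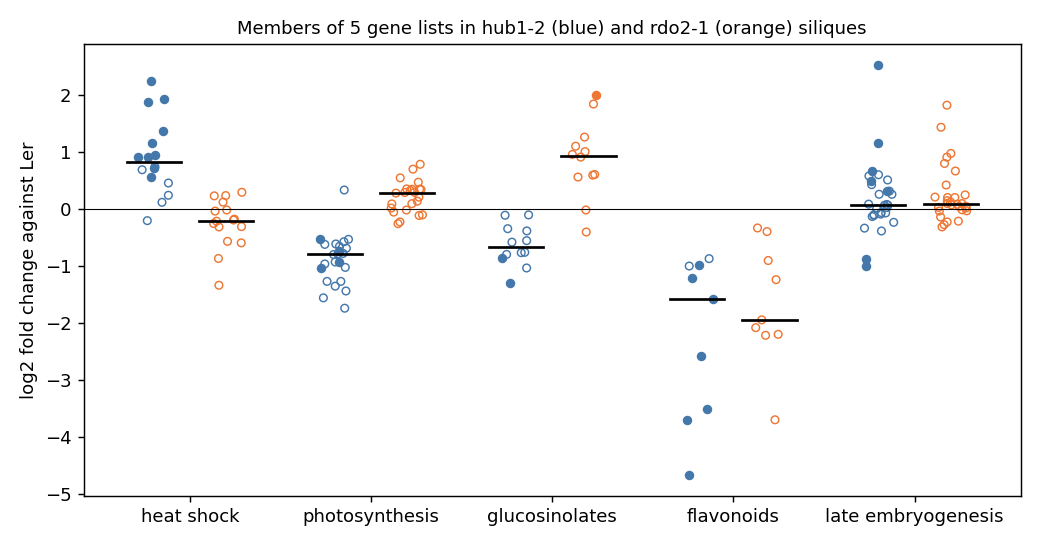
Log2 fold change against L*er* of the measured members of 5 gene lists in *hub1-2* (blue) and *rdo2-1* (orange), 1 point per gene, filled where limma called it, with a bar at the median. The heat shock median is 0.82 in *hub1-2* and -0.21 in *rdo2-1*.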

### Predicted PAF1C associated factors are upregulated during seed maturation and are required for the induction of seed dormancy

The human homologues of HUB1 and RDO2 are Bre1 and TFIIS respectively. Both interact with the human RNA Polymerase II Associated Factor 1 Complex (PAF1C) [14], [29], which provides a platform for the association of complexes that modulate the structure of chromatin during transcription elongation [30]. Accordingly, PAF1C has a crucial role in the regulation of histone monoubiquitination and is required for recruitment of Set1 and Set2 proteins. These proteins are involved in methylation of histone H3 at respectively K4 and K36, which are activating epigenetic marks for transcription [30]. VERNALIZATION INDEPENDENCE 4 (VIP4), VIP5, EARLY FLOWERING 7 (ELF7) and ELF8 are the Arabidopsis homologues of respectively the yeast proteins Leo1, Rtf1, PAF1 and CTR9, which are all components of PAF1C [31], [32], [33]. *ARABIDOPSIS TRITHORAX-RELATED 7* (*ATXR7*) is the Arabidopsis homologue of Set1 [34]. As shown in Figure 4, the *vip4*, *vip5*, *elf7-2*, *elf8-1* and *atxr7* mutants all show significantly (*p<*0.0001) reduced seed dormancy levels, similar to *rdo2-1* and *hub1-2*. Alike *HUB1* and *RDO2*, most of these genes also show a tendency towards upregulation at the end of seed maturation between 16 and 20 DAP (Figure 5), which is however only significant for *VIP5* (p = 0.0255) (Figure 5B).

**Figure 4:**
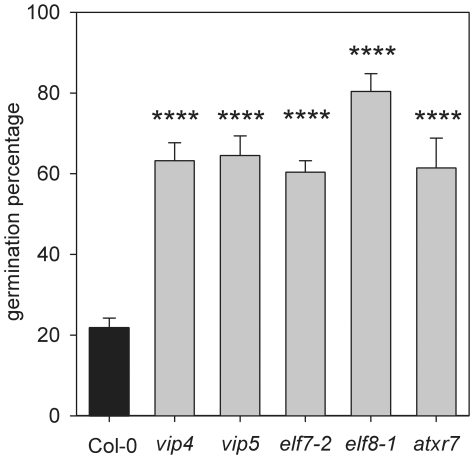
RNAPII associated factors are required to establish dormancy. Dormancy/germination behaviour of freshly harvested seeds of Col wild-type (black bar), *vip4*, *vip5*, *elf7-2*, *elf8-1* and *atxr7-1* (gray bars). Error bars represent SE, n≥10, except *elf8-1* n = 3; Error bars represent SE. Significance levels: ****p<0.0001; 2-tailed Student's T-test, compared to Col-0.

**Figure 5:**
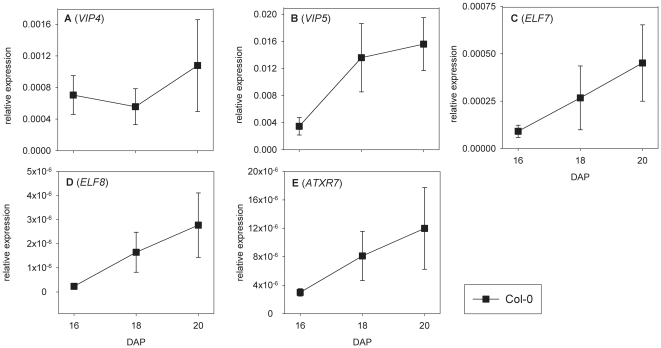
PAFIC associated factors are upregulated during seed maturation. Transcript abundance of (A) *VIP4*, (B) *VIP5*, (C) *ELF7*, (D) *ELF8*, (E) *ATXR7*, during seed maturation at 16–20 days after pollination (DAP) compared to *ACTIN8* expression. Error bars represent SE, n = 4.

VIP4, VIP5, ELF7, ELF8 and ATXR7 are all required for expression of the flowering repressor *FLC* [28] and their corresponding mutants are early flowering [32], [33], [35]. In addition, *FLC* expression is decreased in the *hub1-4* mutant and *hub1* and *tfIIs* mutants are early flowering [13], [22], [23]. FLC may therefore represent a connection between the regulation of flowering time and seed dormancy as it is expressed in seeds and has been shown to promote germination at low temperatures [36]. However, we could not detect an altered seed dormancy phenotype in the *flc* mutant (Figure 6A). Moreover, our microarray data indicate that *FLC* expression in mature siliques is 3-times lower in *rdo2-1*, but 2-times higher in *hub1-2* compared to the wild-type (Figure 6B). Therefore, it is not likely that the reduced dormancy phenotype of the studied mutants is caused by altered *FLC* expression.

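*FLC*, the flowering repressor gene *AT5G10140*, had an intensity of 225 ± 16.3 (SD, n = 3) in L*er*, 58.8 ± 5.94 (SD, n = 3) in *rdo2-1* and 409 ± 41.0 (SD, n = 3) in *hub1-2*. In *rdo2-1* the mean was 3.82 times lower (log2 fold change -1.93, standard error 0.18, adjusted p = 0.0034 from limma), and in *hub1-2* it was 1.82 times higher (log2 fold change 0.86, standard error 0.13, adjusted p = 0.0026 from limma). All 3 *rdo2-1* arrays lay below and all 3 *hub1-2* arrays above the 3 L*er* arrays. Between the mutants the mean differed 6.94 times (log2 difference 2.80, standard error 0.16, adjusted p = 2.6e-05 from limma). The adjusted p in *rdo2-1* was over 0.01 without L*er* replicate 1 (0.032), L*er* replicate 3 (0.015) or *rdo2-1* replicate 1 (0.022), and that in *hub1-2* without L*er* replicate 1 (0.011), *hub1-2* replicate 1 (0.016) or *hub1-2* replicate 2 (0.017). The fold changes were also measured for factors required for *FLC* expression. *ATXR7* (listed as *SDG25*) was at 0.72 in *hub1-2* (adjusted p = 0.016) and *ELF7* at 0.84 (adjusted p = 0.036), both called by CyberT. In *rdo2-1* they were at 0.057 (adjusted p = 0.93) and -0.23 (adjusted p = 0.66). Both are named through Dataset S1, which holds genes the study called on these samples.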

**Figure 6:**
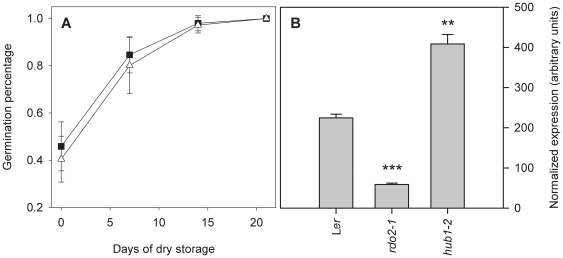
FLC does not affect seed dormancy. (A) Dormancy/germination behaviour of Col (black squares) and *flc101* (open triangles). Germination is expressed as percentage of germinated seeds after different times of seed dry storage. Error bars represent SE, n = 15. (B) *FLC* expression in siliques, 18–19 days after pollination (DAP) of wild-type L*er* and the *rdo2-1* and *hub1-2* mutants. Expression data were obtained from the microarray experiment described in this study. Significance levels: **p<0.01, ***p<0.001; 2-tailed Student's T-test, compared to wild type L*er*.

## Discussion

The plant's life cycle is controlled by the timing of two major developmental transitions, germination and induction of flowering. The molecular pathways that control flowering and its interaction with the environment are well studied [37]. However, the control of germination by seed dormancy is still poorly understood at the molecular level. A mutagenesis screen for reduced dormancy in the L*er* background yielded four mutants [9], of which the first, *hub1-2*, was recently cloned [10]. Here, we report the cloning and characterization of a second mutant, *rdo2-1*. Interestingly, both identified genes are predicted to function in transcription elongation and to associate with the PAF1 complex. Accordingly, transcriptome analysis showed a highly significant overlap in the differentially expressed genes of both mutants. This motivated us to analyse the germination behaviour of additional mutants in genes related to PAF1C, which indeed all showed reduced seed dormancy.

### *RDO2* encodes a *TFIIS* transcription elongation factor

The *rdo2* mutant was isolated based on its reduced seed dormancy, but also shows some mild additional phenotypes including earlier flowering [8], [13]. The *rdo2-1* mutation consists of a 4 bp deletion in a gene encoding a protein with high homology to yeast and human TFIIS (Figure 1B). Originally, TFIIS was isolated as a factor that can stimulate RNA synthesis by specifically stimulating RNAPII [38]. It has been reported that the Arabidopsis TFIIS gene can partially complement the yeast *tfIIs* mutant [13], indicating that Arabidopsis *RDO2* is a *bona fide* TFIIS transcription elongation factor.

Gene transcription is not only controlled by the recruitment of RNAPII to the promoter, but also by the elongation speed of the moving RNAPII along the coding strand [30]. RNAPII can become paused during elongation at certain sites, which is likely determined by the strength of histone-DNA contacts. This pausing leads to backtracking of the RNAPII, which can cause a complete arrest of transcription [39]. TFIIS helps to overcome such an arrest by stimulating a cryptic, nascent RNA cleavage activity intrinsic to RNAPII [18], [30]. PAF1 is an evolutionary conserved elongation factor complex that was shown to affect transcription elongation efficiency by H2B ubiquitination and H3K4 and H3K79 methylation. It was recently shown that PAF1C also has a more direct role in transcription elongation by its direct interaction with TFIIS and cooperative binding to RNAPII in human HeLa cells [14].

The Arabidopsis TFIIS gene has previously been described as a dormancy gene by Grasser and colleagues [13]. However, in their work increased germination could only be observed after removal of immature seeds at 15 DAP from siliques and freshly harvested seeds germinated at equal rates in the wild-type and *tfIIs* mutants. In contrast to this, we observed a clear dormancy phenotype in freshly harvested seeds for all three studied *rdo2* mutant alleles (Figure 1C). One of these mutants, *rdo2-2*, is identical to *tfIIs-2*, for which dormancy phenotype was detected previously in freshly harvested seeds [13]. The different dormancy phenotypes could be explained by differences in the growth conditions because dormancy levels are strongly influenced by the environment.

### The influence of *RDO2* and *HUB1* on gene transcription in maturing seeds

RDO2 and HUB1 are both predicted to influence gene transcription. Our transcriptome analysis showed that indeed relatively high numbers of genes are differentially expressed in the *rdo2-1* and *hub1-2* mutants (Figure 3A). The number of differentially expressed genes is about five times higher in the *hub1-2* mutant compared to the *rdo2-1* mutant. This indicates that absence of histone H2B ubiquitination has a stronger impact on gene expression than absence of TFIIS dependent transcription elongation. 

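The ratio of called probe sets, *hub1-2* to *rdo2-1*, was 5.04 by CyberT and 66.0 by limma. Counts of calls also depend on the spread within groups, with a median SD of log2 values of 0.131 in *hub1-2* and 0.211 in *rdo2-1*. From the limma p-values against L*er*, the estimated share of unchanged probe sets was 52.5% for *hub1-2* and 69.3% for *rdo2-1*. In data simulated from the *rdo2-1* and L*er* arrays, limma recovered 21% of the 100 probe sets changed by a log2 value of 1 and 77% of those changed by 2, and CyberT recovered 65% and 100%, with 30 unchanged probe sets among its 195 calls. For *hub1-2* and L*er*, limma recovered 54% and 93%, and CyberT 88% and 100%. Each simulation changed 200 of the 14655 probe sets by these sizes, far fewer than the estimates above imply for the data. The adjusted p depends on how many probe sets change, so these percentages do not give the recovery in the data.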

RDO2 and HUB1 are both positive regulators of transcription and direct target genes of these factors are therefore expected to be down-regulated in the *rdo2-1* and *hub1-2* mutants. Surprisingly, the number of up-regulated genes is similar to the number of down-regulated genes for both *rdo2-1* and *hub1-2* (Figure 3A). This indicates that a high number of the differentially expressed genes are probably indirect targets of RDO2 and HUB1. In contrast, a higher number of genes down-regulated was found in the *tfIIs* mutant compared to the number of up-regulated genes [13]. This difference with our transcriptome analysis could be explained by the different material that was used for the experiments. 

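The limma calls were 58.5% higher and the rest lower in *hub1-2*, and 57.1% higher in *rdo2-1*. With each array centred on its median, limma called 679 higher and 683 lower in *hub1-2*, and 28 and 13 in *rdo2-1*. After quantile normalization it called 693 and 623, and 12 and 12. CyberT called 57.0% of its probe sets higher in *hub1-2* and 48.4% in *rdo2-1*. Genes of flavonoid synthesis, lower in both mutants by CyberT, made up 9 of 9 measured members in *hub1-2* and 7 of 9 in *rdo2-1*, and limma called 7 lower in *hub1-2* and none in *rdo2-1*, or 8 and 6 when adjusted over the list alone. The list median, relative to the L*er* mean, was 0.18, -0.65 and 0.63 in L*er* replicates 1, 2 and 3 and -2.47, -0.86 and -1.92 in those of *rdo2-1*. For *GSTF12*, the highest *rdo2-1* intensity (335, replicate 2) lay above the lowest of L*er* (275, replicate 2). The fall in *rdo2-1* rests mainly on the other arrays. Of 8 measured gibberellin genes, 4 rose and none fell in *hub1-2* by limma, also when adjusted over the list alone, among them *GA2OX6*, for a gibberellin-inactivating enzyme (log2 fold change 2.03, adjusted p = 1.1e-04), and *GID1B*, for a gibberellin receptor (1.10, adjusted p = 0.0010). The L*er* means of *GA2OX6* and *GID1B*, 8.67 and 11.3, were not shown to be above background. The size of these fold changes is uncertain. Of these lists, 6 of the 9 flavonoid genes and 3 of the 4 risen gibberellin genes are named through Dataset S1, which holds genes the study called on these samples.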

Grasser and colleagues analysed seedlings for their transcriptome analysis [13], whereas we used siliques at 18–19 DAP. 

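In *hub1-2* siliques, the *FLC* relatives *MAF5* and *MAF1* also rose. *MAF5* had an intensity of 8.99 ± 1.54 (SD, n = 3) in L*er* and 21.7 ± 3.84 (SD, n = 3) in *hub1-2* (log2 fold change 1.27, adjusted p = 0.0023 from limma), and *MAF1* of 15.9 ± 1.61 (SD, n = 3) and 27.9 ± 1.06 (SD, n = 3) (log2 fold change 0.82, adjusted p = 0.0055 from limma). Of the 6 measured flowering time genes, 3 rose and none fell in *hub1-2* by limma, with 4 higher and 1 lower when adjusted over the list alone and by CyberT. The L*er* value of *MAF5* was not shown to be above background, so the size of its fold change is uncertain. The names of *MAF1* and *MAF5* on the array come from Dataset S1, which holds genes the study called on these samples.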

Interestingly, we found an upregulation of the flowering repressor gene *FLC* in siliques of *hub1*, whereas earlier studies showed a downregulation of *FLC* in *hub1* seedlings [22], [23]. This underlines that the influence of HUB1 on transcription is different between seeds and seedlings.

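Compared directly with each other, *hub1-2* and *rdo2-1* siliques differed in 4 of the 7 measured stress related genes by limma, 2 higher and 2 lower in *hub1-2*, or 3 and 3 when adjusted over the list alone and by CyberT. *DREB2A* was 1.01 higher on the log2 scale in *hub1-2* (adjusted p = 6.0e-04), and *HB-12*, a homeodomain gene of the drought response, was at -0.93 (adjusted p = 9.0e-04). *COR47* lay at -1.31 with an adjusted p of 0.011. The 3 genes were chosen after their values were seen. *DREB2A* and *HB-12* are named through Dataset S1, which holds genes the study called on these samples.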

We found a relatively high number of down-regulated ‘stress related’ genes in both *rdo2-1* and *hub1-2* (Figure 3B). Genes belonging to this TAGGIT class are normally upregulated during seed maturation, probably due to the stress conditions caused by desiccation of the maturing seed [24]. These genes could be direct targets of RDO2 and HUB1 and might require these elongation factors to obtain sufficiently high expression levels towards the end of seed maturation. Despite the reduced expression levels of stress related genes in *rdo2-1* and *hub1-2* mutants, we have not observed any obvious stress related phenotype under our growth conditions. The only clear seed phenotype in *rdo2-1* and *hub1-2* mutants is reduced dormancy, which can be partially explained by down-regulation of *DOG1* in both mutants (Figure S1).

The *rdo2-1* transcriptome is characterized by an upregulation of cell-wall modifying and late-embryogenesis genes. The *hub1-2* transcriptome shows an upregulation of translation associated, cell-cycle related and heat shock genes (Figure 3B). Genes that regulate cell-wall modification, translation and cell-cycle are upregulated during after-ripening in wild type seeds, probably causing an increased germination potential [25]. Therefore, upregulation of these genes in *rdo2-1* and *hub1-2* could be contributing to the reduced dormancy of these mutants. In contrast, late-embryogenesis and heat shock genes are associated with dormant expression patterns [25] and their increased expression in *rdo2* and *hub1* indicates that they are probably independent of the reduced dormancy phenotype.

### PAF1C associated factors control both germination and flowering time

*RDO2* is a single copy gene in Arabidopsis and highly conserved among eukaryotes. Despite its high conservation and its role in an essential process, the mutant phenotype is weak in Arabidopsis. Weak mutant phenotypes for TFIIS are found in more eukaryotes. *S. cerevisiae* TFIIS null mutants for instance only show sensitivity to 6-azauracil [26]. In contrast, mice that lack TFIIS die during embryo development at the mid-gestation phase [27]. Similar to *rdo2* mutants, the Arabidopsis mutants *hub1*, *elf7-2*, *elf8-1*, *vip4*, *vip5* and *atxr7* all show no, or weak, pleiotropic phenotypes [28], [31], [32], [35]. The lack of a strong phenotype for all these mutants is probably due to the presence of multiple elongation factors in eukaryotic cells that function both cooperatively and redundantly [30]. However, this redundancy does not completely compensate for negative effects on transcription of genes required for flowering time and dormancy. Alternatively, these PAF1C associated proteins are only required for transcription of a subset of all genes.

Our data suggest that PAF1C associated factors are required to facilitate expression during late seed maturation, since genes encoding predicted PAF1C associated factors showed a trend towards increased expression during seed maturation (Figures 2 and 6). It is unlikely that increased gene expression at the end of seed maturation is a general phenomenon, as it has been shown that the end of seed maturation is characterized by decreased metabolic activities, including gene transcription [40].

The upregulation of PAF1C associated genes at the end of seed maturation and the clearly reduced dormancy phenotypes of their mutants indicate that they might be especially important in this phase, possibly by counteracting negative effects of desiccation on gene expression.

### Conclusion

Overall, our data indicate that PAF1C associated factors are involved in both the control of flowering time and dormancy/germination. They regulate flowering by controlling *FLC* expression and dormancy by control of the expression of yet unidentified genes. FLC is a flowering repressor that is downregulated by vernalisation and its expression has to be reset every generation. It has been shown that *FLC* expression is reactivated during embryogenesis [41], [42]. Therefore, the PAF1C associated factors probably control the expression of *FLC* and dormancy genes simultaneously during seed development. A role for PAF1C associated genes, including the here reported *RDO2* gene, as factors regulating both flowering time and seed dormancy could have ecological implications. The moment when a seed germinates will determine the environmental conditions (especially daylength and temperature) to which the plant will be exposed during further growth and thereby indirectly influences life-history traits, including flowering time [43]. Factors like RDO2 and HUB1 could therefore be part of a mechanism that links the germination time to the flowering time, in order to obtain maximum fitness.

## Materials and Methods

### Plant materials and growth conditions

The *rdo2-1* (L*er*) mutant is described by [9], *hub1-2* (L*er*) by [10], *vip4* (Col) by [31] and *vip5* (Col) by [33]. The *elf7-2* and *elf8-1* (Col) mutants [32] and LCN2-18 [15] were kind gifts of the authors who described the lines. The *rdo2-2*/*tfIIs-2* [13] (SALK_027259), *rdo2-3* (SALK_133631) and *atxr7-1* (SALK_14691c) mutants were obtained from the SALK T-DNA insert collection [44]. The *rdo2-2* mutant contained a T-DNA insert at 1073 bp, *rdo2-3* at 1195 bp and *atxr7-1* at 782 bp downstream of the start codon. Full-length mRNAs of the respective genes could not be detected in these mutants. For complementation analysis, the L*er RDO2* genomic locus (including 386 or 2381 bp upstream of the *RDO2* start codon) was cloned into the vector pGW-MCS_nos and stably transformed into *rdo2-2*. Confocal microscopy (Leica TCS SP2, Germany) was used to detect the YFP signal in *rdo2-1* mutant plants that were stably transformed with a p2X35S:RDO2:YFP construct generated using the pENSG-YFP [45] vector. Propidium Iodide was used for counterstaining.

Plants were grown on soil containing a mixture of substrate and vermiculite (3∶1). Plants for the germination tests and transcript analyses were grown in Elbanton growth cabinets (Elbanton BV, Kerkdriel, the Netherlands) in long day conditions (16 h light at 22°C and 8 h dark at 16°C). Plants for mapping and crossings were grown in an air-conditioned greenhouse with a day temperature of 20°C and a night temperature of 18°C; 16 h of light was provided daily.

### Germination tests

Approximately 50 seeds of individually harvested plants were sown on filter paper, put into transparent moisturized containers and incubated in a germination cabinet (Van den Berg Klimaattechniek, Montfoort, the Netherlands) in long-day conditions (16 h light at 25°C, followed by 8 h darkness at 20°C). After 7 d of incubation, the germination percentages were analyzed with a ‘Germinator’ setup and analyzed as described in [46]. After-ripening conditions of dry seed batches occurred in darkness at 21°C, 50% RH in a controlled cabinet (MMM Medcenter, Brno, Czech Republic).

### Transcriptomics

Extraction of RNA from 18–19 DAP siliques was performed using RNAqueous columns (Ambion, Austin, TX, USA). Affymetrix GeneChip Arabidopsis ATH1 Genome Array microarray hybridization and subsequent analysis was performed in house. For all microarray experiments, RNA from three independent biological replicates was used for hybridization and subsequent analyses. Processing and statistical analysis of the microarray data were done in Expressionist Pro v5.1 (Genedata AG, Basel, Switzerland). We used the GC-RMA algorithm for background correction, normalization and probe summarization. Various quality metrics were examined to exclude quality problems. All microarray data are MIAME compliant and have been deposited at the Gene Expression Omnibus database (GEO Accession number: GSE28446).

Control probe sets and probe sets with MAS5 detection P-value smaller than 0.05 in less than two of the nine arrays were filtered out prior to further analysis, leaving 14,655 probe sets. Differential expression of genes (Dataset S1) between each mutant and L*er* was assessed using the regularized Bayesian T-test CyberT [47], [48]. BH adjusted P-value (false discovery rate) was adopted for correction of multiple testing [48]. BH adjusted P-value<0.01 was taken as criteria for differential expression.

For the statistical significance of the overlap between two groups of genes we used a web-based tool at http://elegans.uky.edu/MA/progs/overlap_stats.html. We used the seed-specific gene ontology classification program, called TAGGIT [21], to analyze the differentially regulated genes.

### Q-RT PCR

RNA from seeds was extracted using RNAqueous small scale Phenol-free total RNA isolation kit in addition with RNA isolation aid (Ambion, Austing, TX, USA). After elution (95°C warm elution buffer), the RNA was cleaned via a high salt precipitation (1.2 M Tri-Na citrate-dihydrate +0.8 M NaCl), washed with 70% ethanol, dried and dissolved. Thereafter, the RNA was precipitated using 25 M LiCl, rinsed with 2 M LiCl, washed with 70% ethanol, dried and dissolved. cDNA synthesis was proceeded with QuantiTect Reverse Transcription Kit (Qiagen, Cat No.205311) including DNAse treatment (gDNA wipeout buffer). Quantitative RT-PCR was subsequently performed via standard procedures using QuantiTect SYBR Green PCR Kit (Qiagen, Cat No.204143) on an Eppendorf Mastercycler realplex^2^, epgradient cycler. Expression was calculated relative to *ACT8* (AT1G49240). All primers used in this study can be found in Table S1. All primers were BLAST searched against the Arabidopsis genome to check uniqueness.

## Supporting Information

Figure S1 ***DOG1*** **is downregulated in** ***rdo2-1*** **and** ***hub1-2*** **.** *DOG1* expression in siliques, 18–19 days after pollination (DAP) of wild-type L*er* and the *rdo2-1* and *hub1-2* mutants. Expression data were obtained from the microarray experiment described in this study. Significance levels: *p<0.05 **p<0.01; 2-tailed Student's T-test, compared to wild type L*er*.
(TIF)

Table S1 **Primer combinations used for RT-PCR analysis.**
(DOC)

Dataset S1 **Differentially expressed genes in the** ***hub1-2*** **and** ***rdo2-1*** **mutants.**
(XLS)

# Supplementary material for: Identification of the Arabidopsis REDUCED DORMANCY 2 Gene Uncovers a Role for the Polymerase Associated Factor 1 Complex in Seed Dormancy
**Source:** PLoS One. 2011 Jul 25;6(7):e22241. doi: 10.1371/journal.pone.0022241
**Supplement:** Table S1 — Primer combinations used for RT-PCR analysis.

**Table SI. Primer combinations used for RT-PCR analyis.**

*ACT8*: 5’-CTCAGGTATTGCAGACCGTATGAG-3’ 5’-CTGGACCTGCTTCATCATACTCTG-3’

*RDO2*: 5’-CCACTGGAAGTTCTGTTGAGG-3’ 5’-CTGCTAGCAAATGGACACGA-3’

*HUB1*: 5’-TGGGGCATTAGAACTGGAAC-3’ 5’-GGCCGATGATCCTTCTATGA-3’

*VIP4:* 5’-GAAGAGCCACAAAGGCATTC-3’ 5’-ATCAATCACGGCCTTACGAC-3’

*VIP5:* 5’- GATGGACCCGATCATCAAAC-3’ 5’- CTTCGGTCAGTTGCTTCCTC-3’

*ELF7:* 5’- TGGTTCCTTCCTTGGATGAG-3’ 5’- CGAAGCACCAACCCTAGAAG-3’

*ELF8:* 5’- CCAACATGTATGCTGCCAAC-3’ 5’- TTTGCATTACAGCACCCAAA-3’

*ATXR7:* 5’- TCATGTCGCTACTGGCTTTG-3’ 5’- CATGCTGCTGCCAACTAAAA-3’

How the deposited data were processed for this re-analysis (not part of the article)

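Transcript levels were measured in whole siliques harvested 18 to 19 days after pollination from L*er*, *rdo2-1*, *hub1-2* (labelled *rdo4*) and *rdo3* on Affymetrix ATH1 arrays, with 3 arrays of each genotype and 1 RNA sample per array. The paper states that 3 independent biological replicates were used. The authors processed the arrays with GC-RMA in Expressionist Pro 5.1, and the deposited intensities are linear, in arbitrary units, for 22810 probe sets on 12 arrays. Which arrays were normalized together is not given in the sources used here, and the deposited table holds no detection p. No column of values was left unused.

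Samples were grouped by the genotype in their labels. The intensities were turned into log2 values with no pseudocount, since all lie above 0. The 64 control probe sets were left out, and the 14655 probe sets with the highest second-highest value over the 9 arrays of L*er*, *rdo2-1* and *hub1-2* were kept, the number that the study's filter on detection kept. limma 3.58.1 in R 4.3.3 compared each mutant with L*er*, and *hub1-2* with *rdo2-1*, over 6 arrays with a prior spread that follows the intensity. Adjusted p-values are Benjamini-Hochberg values over the kept probe sets, with calls under 0.01. The test was checked on simulated data with 200 changed probe sets. Because the paper used CyberT, its test was run on the same values with a window of 101 and a prior weight of 10, and its counts are given beside those of limma for the comparisons and for most lists. Overlaps were compared with those of independent lists by Fisher's exact test, which treats probe sets as independent. They were also compared with 100 simulations of unchanged groups, in which both mutants shared simulated L*er* arrays. The simulated noise had the observed spread and was drawn independently for each probe set, so genes that vary together were not modelled.

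A probe set was named where the array annotation gives 1 gene, which holds for 8040 of the kept probe sets, or through Dataset S1, for 1113 more. The other 5502 have no name here, and *RDO2*, *VIP4*, *VIP5*, *ELF8* and *ACT8* are among the genes not analysed here. A listed gene counts as measured where a kept probe set is named for it, so other listed genes may be on the array without a name. The copy of Dataset S1 used holds 417 of the 492 genes of *rdo2-1* and 2278 of the 2450 of *hub1-2*, and no set test was run on it. In all, 17 gene lists were written before the data were examined, on dormancy and seed maturation, PAF1C, abscisic acid, gibberellin, storage proteins, late embryogenesis, heat shock, stress, cell wall, cell cycle, ribosomal proteins, photosynthesis, senescence, dehiscence, flavonoids, glucosinolates and flowering. Lists with at least 5 members named by the array annotation were tested with camera at a preset correlation of 0.01, with adjusted p-values over 15 tests and calls under 0.05. The list tests of *hub1-2* against *rdo2-1* were adjusted on their own. The genes named are, for each mutant, the 10 largest rises and 10 largest falls among probe sets called by limma with separate arrays, 1 gene and a mean above the median of the kept probe sets, every gene the paper names, and the 3 largest called rises and falls of each list. Dataset S1 had been read when this rule was written. Genes named outside it are marked as chosen after their values were seen, except *SIM*, the only measured gene of its list. Intensities under the median of all probe sets of the array, 11.6 to 12.1 over the 12 arrays, were not shown to be above background, and the size of fold changes from or to such values is uncertain.

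Filters, the prior spread, the arrays in the fit, scaling, the adjustment, thresholds, probe sets that match several genes, the replicate number as a block and each replicate left out were tried as alternatives. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used for names and plots.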

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

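The tests of shared L*er* arrays, flavonoid genes and silique wall were chosen after the results were seen, while the other splits of the arrays were fixed before. *hub1-2* and *rdo2-1* siliques differed in 2867 probe sets when compared directly, which tests the difference between the 2 mutants. The log2 difference of *FLC* between them was 2.80, and 9 of the 12 measured glucosinolate genes were lower in *hub1-2* than in *rdo2-1*, where limma against L*er* called 2 lower in *hub1-2* and 1 higher in *rdo2-1* (6 and 8 when adjusted over the list alone, 7 and 7 by CyberT).

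In *rdo3*, whose arrays the paper does not report, limma called 3 probe sets, all higher than in L*er*, CyberT called 144, and 1542 had an unadjusted p under 0.05. The only gene among the 3 that the rule names is *AT1G10585*, with a log2 fold change of 3.21 (adjusted p = 0.0072). Without any one of the 6 arrays the count was 0. Late embryogenesis genes had a mean log2 fold change of 0.31 in *rdo3* (adjusted p = 3.6e-05 from camera, and adjusted p = 0.74 with an estimated correlation), with 21 of 27 higher. With the only 7 members found by keyword it was 0.23, which ends the call (adjusted p = 0.093).

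With 3 arrays against 3 there are 10 splits of the arrays, too few for a share under 0.05. The 4 comparisons called 1385, 21, 3 and 2867 probe sets, against 0 in the highest other split of each (1 of 10 as large). The mean shift of heat shock genes in *hub1-2* was 1.15 against 0.55 in the highest other split (1 of 10 as large), that of late embryogenesis genes in *rdo3* 0.31 against 0.24 (1 of 10), and that of photosynthesis genes in *hub1-2* 0.66 against 0.72 (2 of 10).

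The first pattern is that CyberT calls shared by *rdo2-1* and *hub1-2* exceed those of independent lists. With *rdo3* arrays as the control of 1 mutant, the comparisons had no arrays in common. Of the lower probe sets, 37 and 59 were then still shared, with a representation factor of at least 2.19. An excess thus remained without shared arrays, but opposite directions, given below, had factors of like size. It therefore does not show how much of the same-direction overlap the L*er* arrays gave. The log2 fold changes of the 2 mutants then correlated at -0.19 and -0.17 across probe sets. For the higher probe sets, 10 and 16 were shared, a representation factor of at most 0.63, and shared arrays and changes that *rdo3* has in common with both mutants cannot be told apart. Probe sets that were higher in *hub1-2* and lower in *rdo2-1* rose from 37 to 66 and 65 (representation factors 2.95 and 2.40), and those lower in *hub1-2* and higher in *rdo2-1* from 24 to 38 and 44 (2.92 and 2.29), so the excess over independent lists is not limited to changes in the same direction. Over all probe sets the covariance of the fold changes of *hub1-2* and *rdo2-1* lay below that of the simulations by 0.0085, while those of *hub1-2* and *rdo3* and of *rdo2-1* and *rdo3* lay above it by 0.0319 and 0.0284.

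The second pattern is that flavonoid genes were lower in value in both mutants than in L*er*, with 7 called by limma in *hub1-2* and 0 in *rdo2-1*. L*er* siliques that stand apart from all 3 mutants are argued against as the whole cause for *hub1-2*, where the median of the 9 genes was still -1.18 against *rdo3*, with 8 of 9 lower, though limma called only 1 of them, and -1.36 over the 3 that the array annotation names. For *rdo2-1* the median against *rdo3* was -0.44, with 7 of 9 lower and 0 called, and a fall in *rdo2-1* and high L*er* arrays cannot be told apart with 3 arrays each. The medians of the 9 genes against L*er* were -1.59 in *hub1-2*, -1.95 in *rdo2-1* and -1.15 in *rdo3*. By these, *rdo2-1* lies further below *rdo3* than *hub1-2* does, so the order of the 2 mutants depends on the measure. *TT4* ranged from 88.4 to 587 within the L*er* arrays. Of the 9 genes, 6 are named through Dataset S1, so the study picked them on these samples.

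The third pattern is that most glucosinolate genes were higher in value in *rdo2-1* (10 of 12) and lower in *hub1-2* (12 of 12) than in L*er*. Of these, limma called 1 higher in *rdo2-1* and 2 lower in *hub1-2*. Over all members, the glucosinolate median in *rdo2-1* rose further than the photosynthesis median by 0.69 on the log2 scale (standard error 0.24) and further than that of 4 dehiscence genes of the silique wall by 0.48 (standard error 0.14). But 8 of the 12 glucosinolate genes are named through Dataset S1, so the study picked them on these samples. Over the 4 that the array annotation names, the median rose by 0.26, which differs from the photosynthesis median by 0.0027 (standard error 0.23) and lies below the dehiscence median of 2 genes by 0.41 (standard error 0.089). A larger share of green silique wall and a rise of glucosinolate genes in *rdo2-1* cannot be told apart, since the genes not picked on these samples are few. An earlier form of this test used all members and argued against the larger share, and the limit to annotated genes was added after that. In *hub1-2* the glucosinolate median differed from the photosynthesis median by 0.10 (standard error 0.19) and from the dehiscence median by -0.13 (standard error 0.21). Over the annotated members the differences were 0.040 (standard error 0.24) and 0.11 (standard error 0.24). The 3 lists thus fell about as far within these errors, as a smaller share of green silique wall would give. A fall of the glucosinolate genes themselves, or a difference in the maturation stage of the siliques, which was not tested, cannot be told apart from it. *RCA*, an abundant transcript of green tissue, had an intensity of 5476 in L*er*, 5253 in *rdo2-1* and 3276 in *hub1-2*. How many genes of the lists the embryo also expresses was not examined, and 14 of the 23 photosynthesis genes are named through Dataset S1.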

How the results depend on the processing

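The whole array as background and *rdo3* as control were chosen after seeing the data. For each change below the cause was not tested, except that leaving out an array leaves fewer samples. How far low signal over background limits the values was not measured, since the table has no detection p. *DOG1* in *hub1-2* kept its direction and its side of the threshold in 16 of 17 alternatives, and *FLC* in 13 of 17 for each mutant.

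For the probe sets called in *hub1-2*, *rdo2-1*, *rdo3* and *hub1-2* against *rdo2-1* (1385, 21, 3 and 2867), an adjusted p under 0.05 gave 3526, 448, 36 and 5464, the t-test of the legends 0, 0, 0 and 18 after Benjamini-Hochberg (4675, 2387, 1310 and 5995 at an unadjusted p under 0.05), and CyberT 2479, 492 and 144 in the mutants against L*er*. A 2-fold minimum gave 690 for *hub1-2* and 1410 for *hub1-2* against *rdo2-1*. A prior spread without the trend gave 9 for *rdo2-1* and 0 for *rdo3*, 1 fit over all 12 arrays 269 and 14, each array centred on its median 41 and 5, and for *rdo2-1* the upper part by mean gave 9, 1 fit over the 9 arrays 144 and the scaled adjustment 40. Without 1 replicate the counts ranged from 398 (*hub1-2* replicate 3) to 1395 (L*er* replicate 2) in *hub1-2*, from 3 to 69 in *rdo2-1*, from 0 to 0 in *rdo3* and from 1122 to 2976 in *hub1-2* against *rdo2-1*.

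For the probe sets higher and lower in both *rdo2-1* and *hub1-2* (4 and 1), CyberT gave 46 and 75, also with the whole array as background, an adjusted p under 0.05 gave 50 and 72, 1 fit over the 9 arrays 11 and 16, and 1 fit over all 12 arrays 24 and 40. The upper part by mean, the prior spread without the trend and the t-test of the legends gave 0 and 0. Probe sets that match 1 gene gave 2 higher. No filter and each array centred on its median gave 3 lower, quantile normalization 2 and the scaled adjustment 6. With *rdo3* as the control of *rdo2-1*, CyberT gave 10 and 37, and as that of *hub1-2* 16 and 59. Without 1 replicate both ranged from 0 to 8.

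The replicate numbers share no stated batch. Over 12 pairs of arrays with the same number, the correlation of their deviations ranged from -0.18 to 0.39. Of these, 3 were over 0.1, and 5 correlated best with their own number. For L*er* and *rdo2-1* it was -0.087, 0.26 and 0.39 for numbers 1, 2 and 3, so a link between these arrays is not excluded. With the number as a replicate block, 871 probe sets were called in *hub1-2*, 185 in *rdo2-1* and 0 in *rdo3*, and 18 higher and 14 lower were shared.

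The t-test of the legends, here adjusted over all kept probe sets, left *DOG1* in *hub1-2* (-2.52, adjusted p = 0.021) over the threshold. It did the same for *FLC* in *hub1-2* (0.86, adjusted p = 0.033) and *rdo2-1* (-1.93, adjusted p = 0.11). The legends state no such adjustment, and the unadjusted p of these genes is not given here, so these values are no repeat of the paper's figure tests. CyberT (-0.95, adjusted p = 0.0024) and 1 fit over all 12 arrays (-0.95, adjusted p = 0.0052) called *DOG1* in *rdo2-1*, where the adjusted p ranged from 0.0024 to 0.24. Without 1 replicate, *DOG1* ranged from -2.62 to -2.32 in *hub1-2* and from -1.07 to -0.75 in *rdo2-1*, and *FLC* from 0.82 to 0.95 and from -2.02 to -1.88.

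Heat shock genes in *hub1-2* kept their call in 12 of 13 alternatives. An estimated correlation in camera ends it (adjusted p = 0.48). By a second list test, fry, heat shock genes in *hub1-2* kept the call (adjusted p = 0.0057). By fry, photosynthesis genes in *hub1-2* and late embryogenesis genes in *rdo3* lost theirs (adjusted p = 0.24 for each). The mean shift of heat shock genes in *hub1-2* was 1.15 and ranged from 1.08 to 1.25 without 1 replicate. That of photosynthesis genes in *hub1-2* (-0.66) ranged from -0.89 (L*er* replicate 2) to -0.42 (L*er* replicate 3). That of ribosomal genes in *hub1-2* ranged from -0.10 to -0.021, that of late embryogenesis genes in *rdo2-1* from 0.17 to 0.35 and that of cell-wall genes in *rdo2-1* from -0.079 to 0.20, below 0 without L*er* replicate 1 (-0.053), *rdo2-1* replicate 1 (-0.022) or *rdo2-1* replicate 3. With members by keyword, only 7 in place of 27, late embryogenesis genes turned to -0.14 in *hub1-2* and -0.077 in *rdo2-1*. They were at 0.23 in *rdo3*, which ends the call (adjusted p = 0.093). Shifts not called in the main fit turned in one setting and were called in another: photosynthesis in *rdo3* (0.068 without L*er* replicate 3, and -0.41, adjusted p = 0.0082, without L*er* replicate 2), ribosomal genes in *rdo3* (0.0029 without *rdo3* replicate 2, and -0.10, adjusted p = 0.0071, without *rdo3* replicate 3) and heat shock genes in *rdo3* (-0.014 without *rdo3* replicate 1, and 0.30, adjusted p = 0.019, without *rdo3* replicate 2). Ribosomal genes in *rdo2-1* turned uncalled (-0.12 without *rdo2-1* replicate 3, range to 0.082). Photosynthesis in *rdo2-1* (0.30) was called with the replicate block (adjusted p = 0.022), without L*er* replicate 3 (0.54, adjusted p = 0.0096) and without *rdo2-1* replicate 2 (0.55, adjusted p = 0.0092), and cell-wall genes in *rdo3* (0.32) with 1 fit over all 12 arrays (adjusted p = 0.022), the replicate block (adjusted p = 0.044) and without L*er* replicate 3 (0.38, adjusted p = 0.019).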

Differences from the paper's values

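The paper gives 2450 differentially expressed genes for *hub1-2* and 492 for *rdo2-1* at the same threshold, and limma gave 1385 and 21. Of the 15 alternatives set before the data were examined, without counting left-out replicates, CyberT (2479 and 492), which the paper used, and an adjusted p under 0.05 (3526 and 448) fell within 1.5 times of both, and an adjustment scaled by the share of unchanged probe sets (2070) did for *hub1-2*. The paper gives 46 shared upregulated and 75 shared downregulated genes, and limma gave 4 and 1. CyberT (46 and 75) and an adjusted p under 0.05 (50 and 72) were within 1.5 times of both, and the others were not.

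The paper's representation factors are 3.1 for upregulated and 6.4 for downregulated genes, and those of the limma calls were 6.03 and 2.83. The values were within 1.5 times of the paper's with 1 fit over the 9 arrays (3.60 and 5.49), 1 fit over all 12 arrays (3.04 and 5.97), each array centred on its median (3.85 and 4.95) and the scaled adjustment (3.26 and 5.79), without probe sets that match several genes for upregulated genes (3.99), and with a 2-fold minimum (5.06) and the replicate block (6.71) for downregulated genes. The CyberT calls gave 2.00 and 4.06. With all 22810 probe sets of the array in place of the 14655 tested, a background chosen after seeing the values that drops none of the called items, they gave 3.12 and 6.32.

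The paper gives an overlap of 30% of the downregulated and 19% of the upregulated genes of *rdo2-1*, and limma gave 11.1% and 33.3%. CyberT (29.5% and 19.3%), 1 fit over all 12 arrays (27.4% and 19.5%), each array centred on its median (23.1% and 17.9%), the scaled adjustment (33.3% and 27.3%) and an adjusted p under 0.05 (31.9% and 22.5%) were within 1.5 times of both. No filter (25.0%) was for downregulated genes, and 1 fit over the 9 arrays (17.5%), the replicate block (16.8%) and leaving out probe sets that match several genes (22.2%) were for upregulated genes.

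The paper describes *DOG1* as downregulated in *rdo2-1*, and limma gave a log2 fold change of -0.95 with an adjusted p of 0.035. CyberT (adjusted p = 0.0024) and 1 fit over all 12 arrays (adjusted p = 0.0052) called it. The paper states that stress related genes are mainly found among the downregulated genes of both mutants, and of the 7 measured here 5 were higher and 2 lower in value in each mutant, and limma called 1 higher and none lower in *hub1-2* and none in *rdo2-1*, and CyberT 3 and 2 higher. The lists used here are not the paper's classes. The paper describes an upregulation of translation associated genes in *hub1-2*, and of 35 ribosomal protein genes 12 were higher and 23 lower in value, with none called higher by limma and 1 by CyberT. It describes cell-cycle related genes as upregulated in *hub1-2*. The only listed one with a named probe set here, *SIM*, was at 0.66 and was called by neither test, which does not assess the class. It describes cell-wall modifying and late-embryogenesis genes as upregulated in *rdo2-1*, and limma called none of the 9 and 29 measured, while CyberT called 3 of the 29 higher, and 21 of the 29 were higher in value. The paper's statement on heat shock genes in *hub1-2* matches 10 of 16 called higher. The paper puts the number of genes called in *hub1-2* at about 5 times that in *rdo2-1*, and the ratio was 66.0 by limma and 5.04 by CyberT.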

Other observations

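Of 4 measured abscisic acid genes, 3 rose in *hub1-2* by limma: *CYP707A2*, which encodes an abscisic acid-degrading hydroxylase (log2 fold change 1.74, adjusted p = 0.0012), *NCED3*, for a step of abscisic acid synthesis (1.12, adjusted p = 0.0016), and *ABA3* (0.79, adjusted p = 0.0024). The other was at -0.46 and was called lower by CyberT and when adjusted over the list alone. *ABA3* was lower in value in *rdo2-1* (-1.02, adjusted p = 0.031 from limma and 0.0026 from CyberT). *GAI*, for a DELLA repressor of gibberellin responses, also rose in *hub1-2* (1.24, adjusted p = 0.0065). Of the 29 late-embryogenesis genes, 5 rose and 2 fell in *hub1-2* by limma and when adjusted over the list alone, and CyberT called 6 higher and 2 lower, with *DI21* at 1.16 and *AT3G02480* at -0.87. All 4 abscisic acid genes and *GAI* are named through Dataset S1.

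*ALC*, a dehiscence gene, fell in *hub1-2* (-1.17, adjusted p = 0.0022) and was at 1.09 in *rdo2-1* (adjusted p = 0.079). *NAP*, a senescence regulator, fell in *hub1-2* (-1.65, adjusted p = 0.0075) and was at 0.93 in *rdo2-1* (adjusted p = 0.043 from limma and 0.0064 from CyberT). Of 4 measured dehiscence genes, 1 fell in *hub1-2*, and of 3 senescence genes, 1 fell and the other two were higher in value, or 3 lower, and 1 higher and 1 lower, when adjusted over the list alone. The storage protein gene *SESA1* was 0.20 lower in *hub1-2* (-0.20, adjusted p = 0.0091), the only limma call among 5 storage genes, with 2 lower when adjusted over the list alone and none called by CyberT, and its intensity of 30935 in L*er* lies near the highest of the arrays (34671 to 38947). In *rdo2-1*, limma called none of the 5, while 3 were higher and 1 lower when adjusted over the list alone and CyberT called 3 higher. Of the 5, 4 are named through Dataset S1. Of the 4 measured genes of the PAF1C and H2B ubiquitination list, *HUB1* rose in *hub1-2* by limma (log2 fold change 1.20) and all 4 were higher when adjusted over the list alone. All 4 are named through Dataset S1, so the study picked them on these samples. Of 9 cell-wall genes, *EXLA1* rose (0.68) and *EXPA15* fell in *hub1-2*.

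Of the CyberT calls of *rdo3*, 59 of 108 higher and 18 of 36 lower probe sets were shared with *hub1-2*. Both comparisons use the same L*er* arrays, and how many of the shared calls these give was not counted. *M17* was at 2.63 in *rdo3* (adjusted p = 0.058 from limma).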
